A study of Streptomyces coelicolor with 18 samples. Its data were reported in "The cvn8 Conservon System Is a Global Regulator of Specialized Metabolism in Streptomyces coelicolor during Interspecies Interactions" (2021).

How the data were processed

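RNA was measured by sequencing in Streptomyces coelicolor wild type and in the deletion strains ΔcvnA8, which lacks SCO6943, and ΔcvnF8, which lacks SCO6939. Each strain was grown for 4 days at 30 °C on ISP2 agar, either as an isolated patch or as a patch beside the actinomycete Amycolatopsis sp. AA4, spotted 0.75 cm away. The 18 libraries fall into 6 groups of 3 replicates. The isolated patches were collected whole, and of the interacting patches only the side nearest the neighbour was taken, so condition and sampled part of the patch go together. Each library pooled several patches. The labels give no sequencing or library batch.

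The authors deposited raw read counts per gene, with 1 library per file. They trimmed reads with Trimmomatic 0.33.0, mapped them with Bowtie2 2.2.4.1 and counted them with HTSeq 0.11.3. The genome build, annotation, strand setting and overlap mode of the counting were not given in the sources used here. Counts of paralogs and of genes that overlap a neighbour or lie antisense to one thus carry an unassessed uncertainty. HTSeq's closing totals of unassigned reads were left out of library sizes and tests. All values were whole numbers, with the same 7769 gene identifiers in every library. The reference table of locus tags paired 0 of the 7769 identifiers with a symbol, so genes are named by locus tag, and no coordinates are given.

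Analyses used R 4.3.3. Genes with low counts were removed with filterByExpr in edgeR 4.0.16, which left 7629 genes. Libraries were scaled with TMM factors, and normalised read counts (CPM) were computed from the scaled library sizes. A negative binomial model with 1 factor of 6 levels was fitted to all 18 libraries with the edgeR quasi-likelihood pipeline. Tests were two-sided. P-values of 11 contrasts were adjusted with the Benjamini-Hochberg method over the 7629 genes, separately for each contrast. The contrasts set each mutant against wild type within each condition, the interacting against the isolated patches within each strain, the response of each mutant to the neighbour against that of wild type (strain by condition interaction), and the mutants against each other within each condition. A gene was called changed at an adjusted p under 0.05, and strongly changed when its fold change was also at least 4.

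Gene clusters were fixed lists of consecutive locus tags. The first lists were act (SCO5071 to SCO5092), red (SCO5877 to SCO5898), cpk (SCO6269 to SCO6288), lan (SCO6927 to SCO6938) and cvn8 (SCO6939 to SCO6943). The deleted gene of a mutant was left out of the cvn8 list in every contrast with that mutant. A second set of lists held cda (SCO3210 to SCO3249), des (SCO2782 to SCO2785), cch (SCO0489 to SCO0499), crt (SCO0185 to SCO0191) and cvn7 (SCO6794 to SCO6797). Each list was tested in each contrast with the rotation test fry of limma 3.58.1 on log2 CPM with a prior count of 2, with two-sided directional p-values. Benjamini-Hochberg adjustment ran over the 55 tests of each set of lists. The effect size of a list is the mean edgeR log2 fold change over its genes.

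The genes named are those of a fixed rule. It held the deleted genes and the genes beside them, SCO6931 and SCO6932 of the lan list, the regulators SCO5085, SCO5877, SCO5881, SCO6280 and SCO6288, the genes SCO6266 and SCO4677, and the cvn7 genes. It also took, in 9 of the 11 contrasts, the 2 called genes outside the first lists with the largest rise and the 2 with the largest fall, which outside the interaction terms had to have CPM that did not overlap between the groups. Chance alone keeps 3 replicates apart from 3 others in 10% of genes. Lists, tests, thresholds and rule were chosen before the data were examined.

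Likeness of the 2 mutants was Pearson r and Spearman rho across genes between their log2 fold changes against wild type. Both share wild-type libraries, so 20 draws of unchanged mutants with shared controls were simulated. A self-test on simulated counts changed 200 of 7600 genes by 2-fold to 8-fold. edgeR called 94.5% of them, with 6.85% of its calls on unchanged genes. The data had far more calls, so these rates may not carry over.

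Alternatives were RLE factors, upper quartile factors and library sizes alone; no filter and a mean count of at least 10; the cluster genes left out of the scaling; a replicate block; a fit of only the groups in a contrast; DESeq2 1.42.0; thresholds of 3-fold, of adjusted p under 0.05 alone and of 0.01 alone; and leaving out each library in turn. For the lists they were wider act and cpk borders, the median over genes, a prior count of 0.5, and camera. Its correlation was estimated or preset at 0.01. Unlike fry, it asks whether a list changed more than other genes. For the likeness they were only the genes that responded to the neighbour in wild type, all genes without the lan and cvn8 lists, and separate wild-type controls for each mutant. The files list no rRNA or tRNA genes as such, so these could not be left out. Ratios with a group of 1 to 3 counts carry a 95% exact Poisson interval, and a group at 0 was set to a floor of 3 counts over its 3 libraries. Intervals and floors cover counting error only.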

Results

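The transcriptome of S. coelicolor wild type, ΔcvnA8 and ΔcvnF8 was measured in isolated patches and in patches that faced Amycolatopsis sp. AA4, with 3 libraries in each of the 6 groups. cvnA8 (SCO6943) and cvnF8 (SCO6939) lie in the cvn8 locus, a conservon, which is a group of genes for a putative signalling system. The isolated wild-type replicates 1 to 3 held 7386627, 12258879 and 16490872 counts in genes. Isolated ΔcvnA8 held 13384981, 12990941 and 13908136, and isolated ΔcvnF8 15617142, 13076424 and 19090868. Interacting wild type held 10025357, 12241814 and 11880460, ΔcvnA8 15107444, 13768085 and 13522373, and ΔcvnF8 12643227, 11736078 and 15334649. Between 68.3% and 80.2% of the reads in the deposited totals fell in genes, and the 10 most abundant genes took 5.90% to 7.95% of the gene counts. Of 7769 listed genes, 25 were at 0 in every library and 7629 were tested. The common biological coefficient of variation was 0.147.

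The first principal component of log2 CPM held 38.3% of the variance, the second 23.2% and the third 9.998%. On the first 2 components wild type lay apart from the mutants, and the interacting libraries of each strain lay apart from its isolated ones, while isolated ΔcvnA8 and isolated ΔcvnF8 overlapped. Isolated wild-type replicate 1 lay at 48.6 on the third component, where the other 17 libraries lay between -13.4 and 9.65. Across genes, which are not independent replicates, its Pearson r of log2 CPM was 0.958 with replicate 2 and 0.964 with replicate 3. All other pairs of replicates in the 6 groups lay between 0.986 and 0.990.

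**Figure D1:**
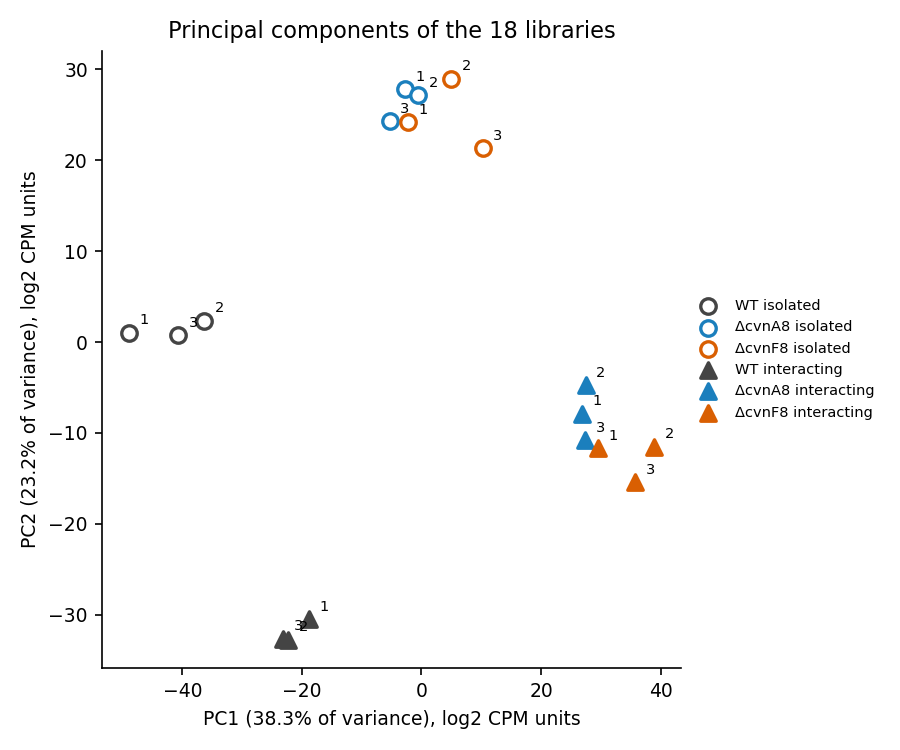
Positions of the 18 libraries on the first and second principal components of log2 CPM, with the percent of variance on each axis (38.3% and 23.2%). Each point is a library, coloured by strain and shaped by condition, and the isolated wild-type libraries lie between -49.0 and -36.3 on the first component.

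The deleted genes were examined first. SCO6943 had 18, 57 and 59 counts in the isolated wild type and 61, 99 and 100 in the interacting wild type. In ΔcvnA8 it had 1, 1 and 2 counts in isolated and 1, 0 and 1 in interacting patches, a summed count of 2 that was 141-fold lower than in the interacting wild type (95% counting interval 38.8 to 1174). In ΔcvnF8 it had 484, 399 and 491 counts in isolated and 359, 366 and 344 in interacting patches. SCO6939 was so low in wild type, with 1, 6 and 13 counts in isolated and 19, 6 and 18 in interacting patches, that its loss in ΔcvnF8 was not detectable against wild type at this depth. ΔcvnF8 had 8, 3 and 4 counts of SCO6939 in isolated patches (log2 fold change -0.62 ± 0.65, SE, adjusted p 0.463) and 14, 3 and 3 in interacting patches (-1.07 ± 0.52, adjusted p 0.103). The interacting comparison passed the threshold without wild-type interacting replicate 2 (adjusted p 0.0217) and without ΔcvnF8 interacting replicate 1 (0.00718), within a range of 0.00718 to 0.409 over the alternatives. In ΔcvnA8 SCO6939 had 1932, 1605 and 2140 counts in isolated and 1998, 1895 and 2012 in interacting patches, above every other library. Against ΔcvnF8 that was 8.70 ± 0.34 (log2, SE, adjusted p 3.80e-13) and 8.03 ± 0.33 (4.43e-13) higher, while SCO6940 beside it rose in ΔcvnF8 as well as in ΔcvnA8.

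The genes beside the deletions were higher in at least 1 mutant. In isolated patches SCO6942 rose from 1.04 ± 0.60 CPM (SD, n = 3) in wild type to 427 ± 49 in ΔcvnA8 and 26.5 ± 0.12 in ΔcvnF8. SCO6940 rose from 0.579 ± 0.27 to 130 ± 15 and 42.3 ± 4.6, and SCO6941 from 9.17 ± 4.8 to 149 ± 11 and 92.9 ± 8.4. SCO6944, beside the cvn8 list, was at 3.64 ± 1.0 CPM in wild type, 389 ± 29 in ΔcvnA8 and 6.59 ± 1.2 in ΔcvnF8. Its rise in ΔcvnA8 was the largest outside the lists in both conditions, at 6.71 ± 0.28 (log2, SE) in isolated and 5.77 ± 0.26 in interacting patches, in 3 of 3 libraries each. In ΔcvnF8 it changed by 0.83 ± 0.29 in isolated patches (adjusted p 0.0276), a call that was lost in 6 of 15 alternatives with adjusted p ranging from 0.0137 to 0.124. The libraries whose removal lost it were isolated wild-type replicates 1 (0.0705) and 3 (0.124) and isolated ΔcvnF8 replicate 1 (0.117). Beside the neighbour SCO6944 did not differ between ΔcvnF8 and wild type (0.04 ± 0.26, adjusted p 0.919). SCO6942 and SCO6944 adjoin SCO6943, so these counts cannot tell an effect of its replacement on them from one of its loss.

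**Figure D2:**
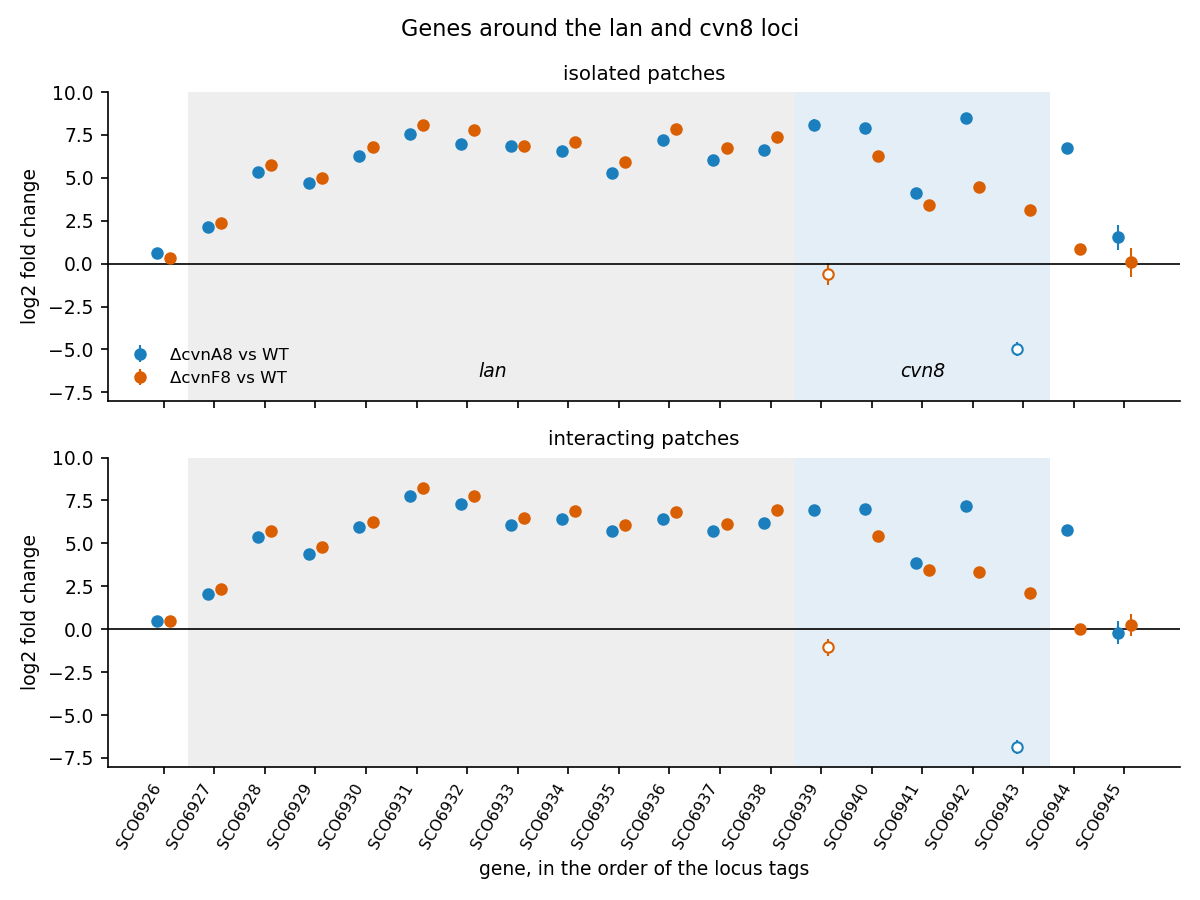
Log2 fold change against wild type (± SE) of the genes SCO6926 to SCO6945 in order of locus tag, for ΔcvnA8 and ΔcvnF8 in isolated and in interacting patches. Each point is a gene, an open circle marks the deleted gene, and SCO6944 rose in ΔcvnA8 by 6.71 in isolated patches.

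Each mutant was compared with wild type in each condition to ask which genes depend on the deleted gene. In isolated patches 2420 genes were called in ΔcvnA8 (1175 higher and 1245 lower, 31.7% of those tested) and 3002 in ΔcvnF8 (1476 higher and 1526 lower, 39.4%) by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. In interacting patches 2789 were called in ΔcvnA8 (1347 higher and 1442 lower, 36.6%) and 3232 in ΔcvnF8 (1612 higher and 1620 lower, 42.4%). Strong changes, of at least 4-fold, were found in 40 genes in isolated ΔcvnA8 (19 higher and 21 lower) and 61 in isolated ΔcvnF8 (24 higher and 37 lower). There were 116 in interacting ΔcvnA8 (25 higher and 91 lower) and 184 in interacting ΔcvnF8 (46 higher and 138 lower). The first lists held 17, 24, 36 and 48 of these, in this order, with the deleted SCO6943 in ΔcvnA8. The thresholds moved the strong counts most, since adjusted p alone gave the counts named first and 3-fold gave 92, 153, 240 and 320. The balance of higher and lower genes moved most when library sizes replaced the TMM factors, with 667 higher and 1522 lower in isolated ΔcvnA8, where the median log2 fold change over all genes was -0.11. The count for isolated ΔcvnA8 became 61 without isolated wild-type replicate 2, and that for isolated ΔcvnF8 became 94 without isolated ΔcvnF8 replicate 1. Without its replicate 2, isolated ΔcvnA8 had 1596 called genes at any fold change.

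The lan genes, a cluster for a lanthipeptide next to cvn8, were higher in both mutants in both conditions. Their mean log2 CPM over 12 genes was 1.97 ± 0.19 (SD, n = 3) in isolated wild type, 7.89 ± 0.20 in ΔcvnA8 and 8.40 ± 0.08 in ΔcvnF8. In interacting patches it was 2.18 ± 0.05, 7.91 ± 0.06 and 8.32 ± 0.14. All 12 genes were called in each of the 4 comparisons, over all tested genes and adjusted over the list alone, and all 3 mutant libraries lay above all wild-type libraries. The mean log2 fold change was 5.96 and 6.47 in isolated ΔcvnA8 and ΔcvnF8 (62.3-fold and 88.6-fold, fry with Benjamini-Hochberg adjustment, 4.18e-14 and 3.60e-14). In interacting patches it was 5.78 and 6.20 (54.9-fold and 73.4-fold, adjusted p 4.22e-14 and 3.60e-14). The precursor peptide genes SCO6931 and SCO6932 rose in isolated ΔcvnF8 by 8.09 ± 0.28 and 7.77 ± 0.25 on the log2 scale (SE), from 5.46 ± 3.1 and 2.97 ± 1.3 CPM in wild type. The study selected the lan and cpk lists on these samples, so the calls adjusted over the list alone are not independent evidence for them. The 4 remaining cvn8 genes of each mutant rose on average by 7.13 in ΔcvnA8 and 4.33 in ΔcvnF8 in isolated patches, and by 6.24 and 3.59 in interacting patches, with adjusted p from 1.20e-13 to 1.04e-12 and all 4 genes called, over all tested genes and adjusted over the list alone, in each comparison.

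The act genes, for the pigment actinorhodin, were lower in both mutants. Their mean log2 CPM over 22 genes was 7.56 ± 0.09 (SD, n = 3) in isolated wild type, 6.38 ± 0.07 in ΔcvnA8 and 6.19 ± 0.13 in ΔcvnF8. It was 8.92 ± 0.19, 6.96 ± 0.40 and 6.66 ± 0.17 in interacting patches. The mean log2 fold change in isolated patches was -1.19 in ΔcvnA8 (fry with Benjamini-Hochberg adjustment, 3.50e-05) and -1.37 in ΔcvnF8 (9.20e-06). In interacting patches it was -1.93 in ΔcvnA8 (2.24e-07, 3.81-fold lower) and -2.26 in ΔcvnF8 (6.02e-08, 4.79-fold lower). All 22 genes were called in each comparison, over all tested genes and adjusted over the list alone, and every mutant library lay below every wild-type library. Among the list tests, camera with an estimated correlation moved the calls most. Under it the act calls of isolated patches were lost (adjusted p 0.0852 for both mutants), while those of the interacting mutants, of the lan and cvn8 genes of both mutants against wild type, and of the act response of wild type to the neighbour were past the threshold. The regulator SCO5085 changed by -1.15 ± 0.15 and -1.49 ± 0.16 (log2, SE) in isolated and by -1.69 ± 0.16 and -2.04 ± 0.16 in interacting ΔcvnA8 and ΔcvnF8.

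The red genes, for prodiginines, fell by less. Their mean log2 fold change over 22 genes was -0.61 (adjusted p 0.00563) and -0.55 (0.00767) in isolated ΔcvnA8 and ΔcvnF8, and -0.51 (0.0141) and -0.58 (0.00722) in the interacting mutants, by fry with Benjamini-Hochberg adjustment. Called genes numbered 12, 10, 10 and 12 over all tested genes and 13, 10, 10 and 13 adjusted over the list alone. The mutant libraries lay below all wild-type libraries in 3 of 3 cases, except in interacting ΔcvnA8, where 2 of 3 did. That comparison was not past the threshold without interacting wild-type replicate 1 (-0.38, adjusted p 0.0764) or interacting ΔcvnA8 replicate 3 (-0.38, 0.0713), over a range of 0.00127 to 0.0764. With camera and an estimated correlation none of the 4 calls held, with adjusted p from 0.262 to 0.336. Of the regulators, SCO5877 fell in isolated ΔcvnA8 by 0.51 on the log2 scale (adjusted p 0.0129), a call lost without isolated ΔcvnA8 replicate 2 (0.0521, range 0.00512 to 0.0521), and by 0.61 in isolated ΔcvnF8 (0.00294). In interacting patches SCO5877 changed by -0.19 in ΔcvnA8 (0.315), and by -0.37 without interacting wild-type replicate 2 (0.0395, in a range of 0.0395 to 0.990), and by -0.68 in ΔcvnF8 (8.43e-04). SCO5881 was not past the threshold there, at -0.06 in ΔcvnA8 (0.759), where the sign changed among the alternatives (-0.24 to 0.05), and -0.19 in ΔcvnF8 (0.247), which was called with library sizes alone (-0.43, 0.0131, in a range of 0.0131 to 0.655). SCO5881 fell in isolated ΔcvnF8 by 0.59 (adjusted p 0.00152). In isolated ΔcvnA8 it fell by 0.35 (0.0453), and this call was lost in 5 of 15 alternatives with adjusted p from 0.0157 to 0.216, among them those without isolated wild-type replicates 1 (0.0808) and 3 (0.182) and isolated ΔcvnA8 replicates 1 (0.0656) and 2 (0.216).

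The cpk genes, for coelimycin, were higher in both mutants beside the neighbour. Their mean log2 CPM over 20 genes was 6.11 ± 0.49 (SD, n = 3) in interacting wild type, 7.84 ± 0.37 in ΔcvnA8 and 8.63 ± 0.46 in ΔcvnF8, with 3 of 3 libraries of each mutant above all wild-type libraries. The mean log2 fold change was 1.70 in ΔcvnA8 (3.26-fold, fry with Benjamini-Hochberg adjustment, 0.0191) and 2.51 in ΔcvnF8 (5.70-fold, 0.00188). In ΔcvnA8 15 genes were called over all tested genes and 18 adjusted over the list alone, and in ΔcvnF8 20 and 20. The ΔcvnA8 result was not past the threshold without interacting wild-type replicate 1 (1.49, adjusted p 0.0764) or interacting ΔcvnA8 replicate 3 (0.0698), over a range of 0.00780 to 0.0764. Neither mutant passed it with camera and an estimated correlation (0.336 and 0.265). In isolated patches the cpk mean was 3.51 ± 0.11 in wild type and 3.43 ± 0.07 in ΔcvnA8, a log2 fold change of -0.17 (adjusted p 0.860). edgeR called 0 of its 20 genes in isolated ΔcvnA8, over all tested genes and adjusted over the list alone, with 1 at an unadjusted p under 0.05 and 0 called by DESeq2. With only these groups fitted SCO6280 was called there (-0.53, adjusted p 0.0193, in a range of 0.0193 to 0.530). Isolated ΔcvnF8 lay at 3.60, 3.13 and 6.19 in replicates 1 to 3, and its mean log2 fold change of 1.47 (adjusted p 0.361) was larger than 0 through replicate 3 alone, since it was -0.21 without that library. Of its 20 genes 11 were called over all tested genes and 12 adjusted over the list alone. The regulator SCO6280 and the gene SCO6266 rested on the same library in isolated ΔcvnF8, with log2 fold changes of 1.88 ± 0.48 (SE, adjusted p 0.00432) and 1.49 ± 0.37 (0.00334) that became 0.39 (0.229) and 0.48 (0.0714) without it. With only these groups fitted the adjusted p of SCO6280 was 0.0543, in a range of 8.89e-05 to 0.229. SCO6288 changed by 1.27 ± 0.45 (adjusted p 0.0310) there, by 0.12 (0.818) without it, and lost its call in 6 of 15 alternatives, among them those without isolated wild-type replicates 1 (0.0762), 2 (0.0554) and 3 (0.0600), with adjusted p from 0.00641 to 0.818. Beside the neighbour SCO6288 rose by 1.71 in ΔcvnA8 (0.00143) and 2.26 in ΔcvnF8 (8.21e-05). SCO6280 changed there by 1.07 in ΔcvnA8 (0.0749, and 3.84e-05 with only these groups fitted, in a range of 3.84e-05 to 0.178) and by 1.24 in ΔcvnF8 (0.0360). The latter call was lost in 8 of 15 alternatives, in a range of 2.95e-05 to 0.104, among them those without interacting wild-type replicates 1 (0.104), 2 (0.0701) and 3 (0.0767) and interacting ΔcvnF8 replicates 2 (0.0665) and 3 (0.0875). SCO6266 was not past the threshold there, at 0.46 (0.321) and 0.57 (0.192), and was called in both with only these groups fitted (0.00271 and 5.71e-04, in ranges of 0.00271 to 0.571 and 5.71e-04 to 0.461).

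**Figure D3:**
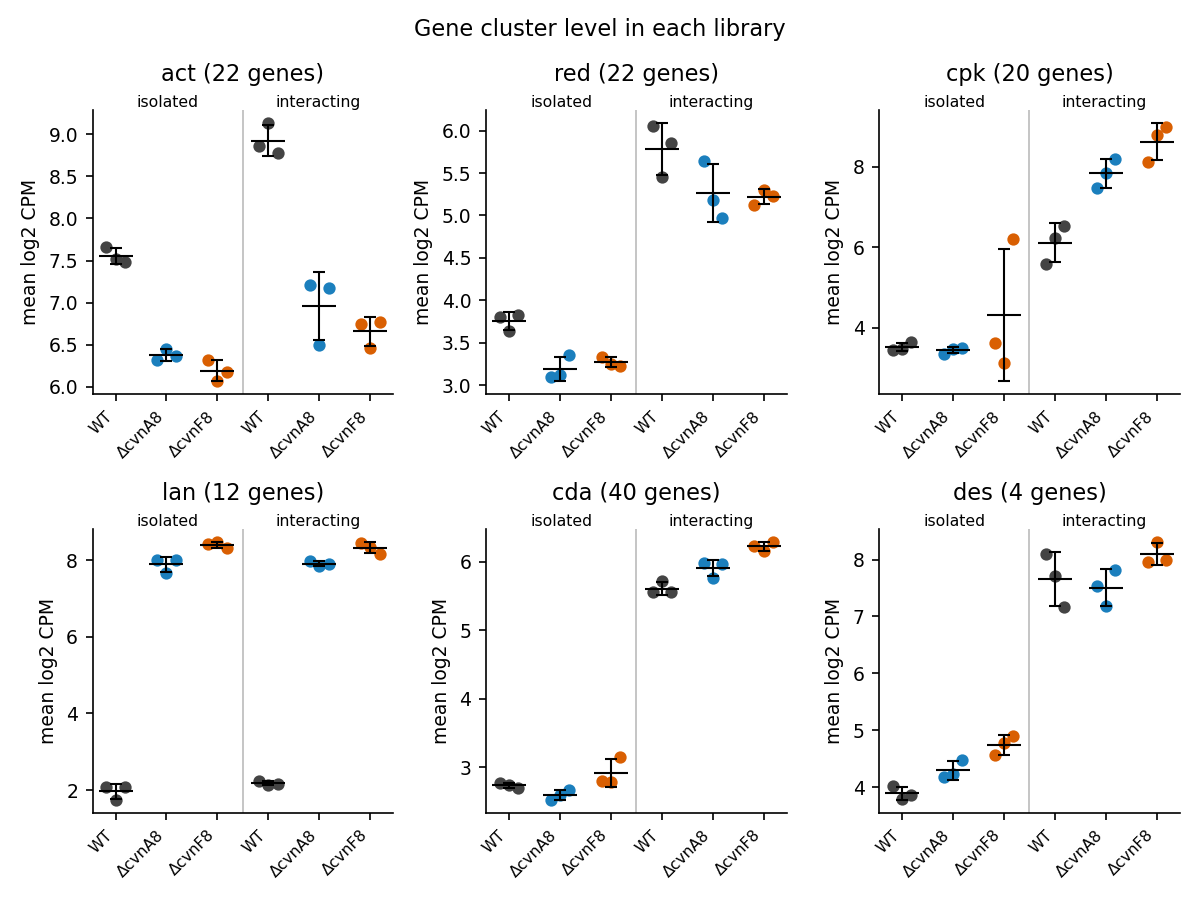
Mean log2 CPM of the act, red, cpk, lan, cda and des lists in each of the 18 libraries, by strain and condition. Points are libraries and bars are the mean ± SD of 3 replicates; isolated ΔcvnF8 replicate 3 lies at 6.19 for the cpk list, against 3.60 and 3.13 for the other replicates.

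In the second set of lists, the cda genes, for the calcium-dependent antibiotic, rose in interacting ΔcvnF8 by 0.62 on average over 40 genes (fry with Benjamini-Hochberg adjustment, 5.24e-05, 3 of 3 libraries above wild type), with 29 called over all tested genes and 33 adjusted over the list alone. In interacting ΔcvnA8 they rose by 0.30 (adjusted p 0.0135), with 7 and 7 called. This call was lost with upper quartile factors (0.19) and library sizes alone (0.11), with adjusted p ranging from 0.00771 to 0.297. In isolated patches they were not past the threshold, at -0.17 in ΔcvnA8 (0.241) and 0.17 in ΔcvnF8 (0.221). The 7 crt genes, for carotenoids, rose in each comparison, by 0.73 and 0.66 in isolated and 0.56 and 0.68 in interacting ΔcvnA8 and ΔcvnF8 (adjusted p 1.04e-05, 2.22e-05, 9.12e-05 and 1.71e-05, 3 of 3 libraries each), with 7, 7, 6 and 7 genes called over all tested genes and 7 in each adjusted over the list alone. The 4 cvn7 genes fell in interacting ΔcvnA8 by 1.23 (adjusted p 4.44e-04) and in interacting ΔcvnF8 by 1.16 (0.00113), in 3 of 3 libraries each, with 2 and 2 genes called over all tested genes and 3 and 2 adjusted over the list alone. In isolated ΔcvnF8 they fell by 0.99 (0.0126), and without isolated wild-type replicate 2 the adjusted p was 0.0510, in a range of 0.00675 to 0.0510. In isolated ΔcvnA8 they changed by -0.65 (0.105), and by -0.77 without isolated wild-type replicate 1 (0.0476, in a range of 0.0476 to 0.259). The 4 des genes rose in isolated ΔcvnF8 by 0.86 (adjusted p 0.00605, 3 of 3 libraries), and changed by 0.41 in isolated ΔcvnA8 (0.139), -0.17 in interacting ΔcvnA8 (0.550) and 0.40 in interacting ΔcvnF8 (0.119). The last became 0.64 without interacting wild-type replicate 1 (adjusted p 0.0209, in a range of 0.0209 to 0.437). The 11 cch genes were not past the threshold in any of the 4 comparisons, with adjusted p from 0.0729 to 0.601, and 1, 5, 2 and 2 of them were called over all tested genes, against 1, 6, 0 and 1 adjusted over the list alone. They passed it in isolated ΔcvnF8 without isolated ΔcvnF8 replicate 1 (0.46, adjusted p 0.0418, in a range of 0.0418 to 0.214). In interacting ΔcvnA8 they passed it without interacting wild-type replicate 3 (-0.39, 0.0493) and with library sizes alone (-0.42, 0.0457), in a range of 0.0457 to 0.816. With camera and an estimated correlation none of the calls of these lists held. The adjusted p was 0.285 and 0.113 for cda in interacting ΔcvnA8 and ΔcvnF8, 0.302 for des in isolated ΔcvnF8, and 0.0821 and 0.120 for crt in isolated and 0.135 and 0.125 in interacting ΔcvnA8 and ΔcvnF8. For cvn7 it was 0.303 in isolated ΔcvnF8 and 0.160 and 0.260 in interacting ΔcvnA8 and ΔcvnF8. A preset correlation also lost the cvn7 calls (0.176, 0.0506 and 0.102) and gained that of cch in isolated ΔcvnF8 (0.0372).

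Outside the lists, SCO4214 had a large fall in every comparison of a mutant with wild type. It was at 208 ± 4.0 CPM (SD, n = 3) in isolated wild type, 9.17 ± 2.5 in ΔcvnA8 and 9.33 ± 2.2 in ΔcvnF8, and at 175 ± 49, 5.45 ± 0.98 and 3.17 ± 0.75 in interacting patches. Its log2 fold changes were -4.50 ± 0.23 and -4.47 ± 0.22 (SE) in isolated and -5.00 ± 0.24 and -5.76 ± 0.25 in interacting ΔcvnA8 and ΔcvnF8. SCO4677 also fell in all 4, by 1.43 and 1.79 in isolated and 1.82 and 2.32 in interacting patches on the log2 scale, with 3 of 3 mutant libraries below all wild-type libraries. SCO3933 rose in interacting ΔcvnA8 by 2.03 ± 0.28 (SE, adjusted p 1.33e-05, 3 of 3 libraries). SCO6267, beside the cpk list, rose in isolated ΔcvnF8 by 1.79 ± 0.40 (adjusted p 0.00176). Its counts there were 302, 164 and 1184, and without isolated ΔcvnF8 replicate 3 its change was 0.77. In interacting ΔcvnF8 SCO4142 rose by 3.37 ± 0.70 (adjusted p 6.70e-04) and SCO4141 by 3.01 ± 0.65 (0.00101), with uneven replicates, since SCO4142 had 6974, 1638 and 15152 counts in ΔcvnF8 and 521, 462 and 1245 in wild type.

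The remaining genes named by the rule had few counts. SCO6946 had 0, 1 and 3 counts in isolated wild type and 8, 14 and 6 in ΔcvnA8 (adjusted p 0.0276). Its call was lost without isolated wild-type replicates 1 (0.0642) and 2 (0.0653) and without isolated ΔcvnA8 replicate 2 (0.117), in a range of 0.0222 to 0.117. SCO3982 had 30, 13 and 34 counts in isolated wild type and 1, 0 and 3 in ΔcvnA8 (adjusted p 0.00247). SCO2108 had 2, 3 and 8 counts in isolated wild type and 9, 16 and 32 in ΔcvnF8 (adjusted p 0.0143), and lost its call without isolated wild-type replicate 2 (0.0509) and isolated ΔcvnF8 replicate 3 (0.0938), in a range of 0.00587 to 0.0938. SCO6848 had 16, 6 and 7 counts in isolated wild type and 0, 2 and 0 in ΔcvnF8 (adjusted p 0.0130), a ratio of 17.1-fold lower (95% counting interval 4.33 to 148). It lost its call without isolated wild-type replicate 1 (0.0750) and isolated ΔcvnF8 replicate 3 (0.0584), in a range of 0.00309 to 0.0750. SCO0157 had 29, 23 and 17 counts in interacting wild type and 0, 1 and 1 in ΔcvnA8 (adjusted p 8.24e-04), a ratio of 37.5-fold lower (95% counting interval 10.01 to 316). SCO7113 had 6, 14 and 9 counts in interacting wild type and 0 in all 3 ΔcvnF8 libraries (adjusted p 0.00462), which is at least 9.46-fold lower against a floor of 3 counts over the group. Of the cvn7 genes, SCO6794 was called in interacting ΔcvnA8 (-1.12 ± 0.28, SE, adjusted p 0.00414) and ΔcvnF8 (-1.01 ± 0.28, 0.00677), and SCO6795, which had 24, 32 and 24 counts in interacting wild type, in interacting ΔcvnA8 with 7, 10 and 2 counts (0.00168) and ΔcvnF8 with 8, 3 and 12 (0.00518). SCO6794 was also called in isolated ΔcvnF8 (-0.85 ± 0.29, 0.0242), a call lost in 5 of 15 alternatives, with only these groups fitted (0.0917) and with isolated wild-type replicates 1 (0.0609) or 2 (0.0595) or isolated ΔcvnF8 replicates 2 (0.0835) or 3 (0.123) left out, in a range of 0.00427 to 0.123.

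Interacting and isolated patches were compared within each strain to ask how each responded to the neighbour. The comparison holds the sampled part of the patch as well as the neighbour. In wild type 1372 genes were called (728 higher and 644 lower), of which 85 were at least 4-fold higher and 0 at least 4-fold lower. At 3-fold 1 gene was lower, 2316 genes had an unadjusted p under 0.05 at any fold change, and DESeq2 found 82 genes at least 4-fold higher and 0 lower. In ΔcvnA8 1078 were called (605 higher and 473 lower) and 95 were strong (91 higher and 4 lower). In ΔcvnF8 1433 were called (785 higher and 648 lower) and 116 were strong (111 higher and 5 lower). Without interacting wild-type replicate 2, 871 genes were called in wild type. The cda genes rose in wild type by 2.87 on average (fry with Benjamini-Hochberg adjustment, 1.32e-11, 35 genes called over all tested genes and 36 adjusted over the list alone). The des genes rose by 3.82 (9.90e-09), the cch genes by 2.12 (1.87e-07), the crt genes by 0.49 (6.50e-04) and the cvn7 genes by 0.72 (0.0133), each with 3 of 3 interacting libraries above all isolated libraries. Of their genes 4, 11, 5 and 0 were called by edgeR over all tested genes and 4, 11, 6 and 0 adjusted over the list alone, and of the cvn7 genes 1 had an unadjusted p under 0.05 and 0 were called by DESeq2. The cvn7 call was lost without isolated wild-type replicate 1 (0.59, adjusted p 0.0816, in a range of 0.0133 to 0.0816) and with camera (0.282 with an estimated and 0.127 with a preset correlation). Camera with an estimated correlation also lost the crt call (0.148), while cda (1.57e-04), des (0.0302) and cch (0.0337) were past the threshold. In ΔcvnA8 and ΔcvnF8 the cda genes rose by 3.33 and 3.32 (3.36e-12 for both), the des genes by 3.24 (4.18e-08) and 3.35 (3.07e-08), the cch genes by 1.81 (8.85e-07) and 1.93 (4.97e-07) and the crt genes by 0.32 (0.0133) and 0.52 (4.44e-04), each in 3 of 3 libraries. Of their genes 35, 4, 11 and 3 were called over all tested genes in ΔcvnA8 and 35, 4, 11 and 6 in ΔcvnF8, and 35, 4, 11 and 4 and 36, 4, 11 and 7 adjusted over the list alone. The crt call of ΔcvnA8 was lost with upper quartile factors (0.25, 0.0654) and library sizes alone (0.27, 0.129), in a range of 0.00771 to 0.129, and camera with an estimated correlation lost the crt calls of both (0.282 and 0.125) and none of the other 6. The cvn7 genes were not past the threshold in ΔcvnA8 (0.13, 0.899) or ΔcvnF8 (0.55, 0.161), where edgeR called 0 of them over all tested genes and adjusted over the list alone, with 1 in each at an unadjusted p under 0.05 and 0 called by DESeq2. SCO3248 and SCO3243, both in the cda list, rose most among the called genes outside the first lists, by 5.09 ± 0.26 and 4.83 ± 0.24 (log2, SE). Among these SCO1395 fell most, by 1.70 (adjusted p 2.50e-04), from 172 ± 120 to 52.6 ± 3.6 CPM, though by 1.02 without isolated wild-type replicate 1 (1.55e-04, in a range of 9.19e-07 to 0.0190). SCO0042 fell by 1.51 (0.00483), and by 0.92 without that library (0.0381), a call lost when only these groups were fitted (0.0528, in a range of 2.51e-04 to 0.0528).

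The act genes rose beside the neighbour by 1.37 in wild type (adjusted p 9.20e-06, 22 genes called), 0.62 in ΔcvnA8 (0.00998, 11 called and 16 adjusted over the list alone) and 0.47 in ΔcvnF8 (0.0321, 6 called and 7 adjusted over the list alone), with 3 of 3 interacting libraries above all isolated ones in each strain. The ΔcvnA8 call was lost without interacting ΔcvnA8 replicate 3 (0.52, adjusted p 0.0574, in a range of 1.05e-04 to 0.0574). The ΔcvnF8 call was lost with upper quartile factors (0.41, adjusted p 0.0685), and without isolated ΔcvnF8 replicates 2 (0.44, 0.0840) and 3 (0.49, 0.0541) and interacting ΔcvnF8 replicates 1 (0.44, 0.0838) and 3 (0.44, 0.0913), in a range of 0.0156 to 0.0913. The red genes rose by 2.01, 2.11 and 1.98 in wild type, ΔcvnA8 and ΔcvnF8 (adjusted p 2.24e-07, 1.70e-07 and 2.24e-07), with 21, 21 and 22 genes called over all tested genes and 21, 22 and 22 adjusted over the list alone. The cpk genes rose by 2.59 (6.01-fold, 0.00275), 4.46 (2.22e-05) and 3.62 (2.22e-05), with 17, 20 and 20 genes called over all tested genes and 18, 20 and 20 adjusted over the list alone. Without isolated ΔcvnF8 replicate 3 the cpk rise in ΔcvnF8 was 5.33 (1.56e-08, in a range of 1.56e-08 to 1.56e-04), above that in ΔcvnA8, so the order of the 2 mutants rested on that library. In both lists 3 of 3 interacting libraries lay above all isolated ones in each strain. With camera and an estimated correlation the cpk calls of wild type (0.188) and ΔcvnF8 (0.0518) and the act calls of both mutants (0.247 and 0.336) were lost. The lan genes were not past the threshold, with mean changes of 0.19 (0.307), 0.01 (0.860) and -0.08 (0.458) and 0, 1 and 0 genes called by edgeR over all tested genes, 0 in each adjusted over the list alone, 0, 2 and 0 at an unadjusted p under 0.05, and 0, 1 and 0 called by DESeq2. The cvn8 genes rose in wild type by 0.91 (3.76e-05, 2 of 5 genes called over all tested genes and 4 adjusted over the list alone) at low levels, and not in ΔcvnA8 (-0.01, 0.946) or ΔcvnF8 (0.10, 0.458). SCO5085 rose in wild type by 0.67 ± 0.15 (SE, adjusted p 0.00425), a call lost when only these groups were fitted (0.0529, in a range of 4.09e-04 to 0.0529).

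Interaction terms tested whether the response to the neighbour differed between a mutant and wild type. They called 254 genes for ΔcvnA8 (118 higher and 136 lower, 3.33%) and 466 for ΔcvnF8 (234 higher and 232 lower, 6.11%), with 4 and 22 strong. These counts depended on single libraries, between 71 and 803 for ΔcvnA8 and between 237 and 997 for ΔcvnF8, lowest without isolated ΔcvnA8 replicate 2 and without interacting wild-type replicate 2, in that order, and highest in both without isolated wild-type replicate 2. The ΔcvnA8 count was also 99 without isolated ΔcvnA8 replicate 3, 129, 74 and 153 without interacting wild-type replicates 1, 2 and 3, and 84 and 98 without interacting ΔcvnA8 replicates 1 and 2. The ΔcvnF8 count was 278 without isolated ΔcvnF8 replicate 1 and 287 without interacting ΔcvnF8 replicate 3. The act genes differed by -0.74 for ΔcvnA8 (fry with Benjamini-Hochberg adjustment, 0.0101, 9 genes called over all tested genes and 18 adjusted over the list alone) and -0.89 for ΔcvnF8 (0.00510, 13 and 16). The cvn8 genes differed by -0.89 (0.00843) and -0.74 (5.83e-04), with 1 and 2 of 4 genes called both ways, and the cda genes by 0.47 (0.0133, 4 called and 5 adjusted over the list alone) and 0.46 (0.00966, 7 and 13). With camera and an estimated correlation the act terms (0.149 and 0.128), the cvn8 terms (0.112 and 0.108) and the cda terms (0.114 each) were not past the threshold. The red and lan genes did not differ (adjusted p 0.781 and 0.976 for red, 0.364 and 0.217 for lan), with 0 genes called by edgeR over all tested genes, 4 and 1 red and 0 and 2 lan genes at an unadjusted p under 0.05, and 0 by DESeq2. For the cpk genes the terms were 1.88 (0.0704), with 3 genes called over all tested genes and 11 adjusted over the list alone, and 1.04 (0.0856), with 4 and 4. The latter became 2.75 (9.80e-05) without isolated ΔcvnF8 replicate 3, in a range of 9.80e-05 to 0.214. Camera with a preset correlation called both cpk terms (1.76e-08 and 1.69e-07). The terms of ΔcvnA8 and ΔcvnF8 were not past the threshold for des (-0.58 and -0.46, 0.145 and 0.266), cch (-0.31 and -0.19, 0.288 and 0.522), crt (-0.17 and 0.03, 0.288 and 0.899) or cvn7 (-0.59 and -0.17, 0.0785 and 0.414), and edgeR called 0 of their genes over all tested genes. At an unadjusted p under 0.05 there were 2 and 0, 4 and 4, 0 and 0, and 1 and 0, adjusted over the list alone 1 and 0, 0 and 1, 0 and 0, and 1 and 0, and by DESeq2 1, of cch in ΔcvnF8. Without interacting wild-type replicate 3 both des terms passed it (-0.76, 0.0204, in a range of 0.0204 to 0.317, and -0.64, 0.0493, in a range of 0.0493 to 0.563), as did the cvn7 term of ΔcvnA8 without interacting ΔcvnA8 replicate 1 (-0.94, 0.0394, in a range of 0.0394 to 0.212). Among the called genes outside the first lists, SCO7172 and SCO1570 had the largest positive ΔcvnA8 terms, 2.27 ± 0.45 (SE, adjusted p 0.0101) and 1.99 ± 0.38 (0.00766).

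The other genes with the largest called terms outside the first lists rested on calls that single libraries could undo. For ΔcvnA8, SCO0071 (-2.11 ± 0.55, SE, adjusted p 0.0395) lost its call in 10 of 20 alternatives, in a range of 0.0133 to 0.119. These were the fit of only these groups (0.0746) and the removal of isolated wild-type replicates 1 (0.0705) and 3 (0.0836), isolated ΔcvnA8 replicates 1 (0.0538), 2 (0.1103) and 3 (0.0770), interacting wild-type replicates 1 (0.0665) and 2 (0.119) or interacting ΔcvnA8 replicates 1 (0.112) and 3 (0.0738). SCO0034 (-1.99 ± 0.49, adjusted p 0.0311) lost it in 9 of 20, in a range of 0.0220 to 0.0913. These were the fit of only these groups (0.0525) and the removal of isolated wild-type replicate 3 (0.0607), isolated ΔcvnA8 replicates 2 (0.0718) and 3 (0.0913), interacting wild-type replicates 2 (0.0841) and 3 (0.0695) or interacting ΔcvnA8 replicates 1 (0.0627), 2 (0.0904) and 3 (0.0512). For ΔcvnF8, SCO4881 (5.35 ± 1.54, 0.0424) and SCO4879 (4.30 ± 1.21, 0.0391) were led by interacting ΔcvnF8 replicate 3, with 910, 49 and 4218 and with 576, 54 and 2401 counts in interacting ΔcvnF8. Without that replicate the terms were 3.76 (0.137) and 2.87 (0.149). Both calls were lost in 9 of 21 alternatives, the others being the removal of isolated wild-type replicates 1 (0.0670 and 0.0547) and 3 (0.0730 and 0.0609), isolated ΔcvnF8 replicates 1 (0.0832 and 0.0870), 2 (0.0741 and 0.0731) and 3 (0.0739 and 0.0596) and interacting wild-type replicates 1 (0.0745 and 0.0735), 2 (0.106 and 0.0983) and 3 (0.0611 and 0.0687). SCO2699 (-2.52 ± 0.75, adjusted p 0.0483), with 0, 20 and 27 counts in isolated wild type, lost its call in 11 of 20, in a range of 0.0278 to 0.117. These were the fit of only these groups (0.108) and the removal of isolated wild-type replicate 3 (0.0525), isolated ΔcvnF8 replicates 1 (0.105), 2 (0.0911) and 3 (0.0646), interacting wild-type replicates 1 (0.0780), 2 (0.107) and 3 (0.0790) or interacting ΔcvnF8 replicates 1 (0.117), 2 (0.0741) and 3 (0.0728). SCO7113 (adjusted p 0.0450), at 0 in interacting ΔcvnF8 and at 0, 6 and 15 counts in isolated ΔcvnF8, lost its call in 10 of 18, in a range of 0.0187 to 0.145. These were the removal of isolated wild-type replicates 1 (0.0605) and 3 (0.0775), isolated ΔcvnF8 replicates 2 (0.0729) and 3 (0.145), interacting wild-type replicates 1 (0.0628), 2 (0.104) and 3 (0.0675) and interacting ΔcvnF8 replicates 1 (0.0870), 2 (0.0755) and 3 (0.102).

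The mutants were compared with each other to ask whether the loss of cvnA8 and of cvnF8 had the same effect. In isolated patches 34 genes were called (12 higher and 22 lower in ΔcvnA8) and 5 strong, and in interacting patches 47 (25 higher and 22 lower) and 4 strong. Strong in both conditions were SCO6942, SCO6944 and the deleted genes, which differ by construction. Strong genes rose to 11 or 13 without isolated ΔcvnF8 replicate 1 or 2. They rose to 20 without interacting ΔcvnA8 replicate 3 and to 14 without interacting ΔcvnF8 replicate 2. The act genes were not past the threshold with fry, at 0.18 (adjusted p 0.364) in isolated and 0.33 (0.147) in interacting patches. edgeR called 0 act genes in either, over all tested genes and adjusted over the list alone, with 6 and 8 at an unadjusted p under 0.05 and 0 called by DESeq2. Without interacting ΔcvnA8 replicate 2 the act difference in interacting patches was 0.53 (0.00222, in a range of 0.00222 to 0.435 with fry). Camera with a preset correlation called act in both conditions (0.00233 and 1.33e-06). The red genes were not past the threshold (-0.06 and 0.07, 0.927 and 0.781), with 0 called by edgeR over all tested genes and adjusted over the list alone, 3 and 5 at an unadjusted p under 0.05, and 0 by DESeq2. The lan genes differed by -0.51 on average in isolated patches (fry with Benjamini-Hochberg adjustment, 0.00162) and by -0.42 in interacting patches (0.00510), with 3 of 3 ΔcvnA8 libraries below all ΔcvnF8 libraries, and 3 and 1 genes called over all tested genes against 11 and 11 adjusted over the list alone. The cpk genes differed by -1.65 (0.248) in isolated patches, a value that was 0.04 without isolated ΔcvnF8 replicate 3 and -2.05 (0.0413) without replicate 2, in a range of 0.0413 to 0.985, and by -0.81 (0.275) in interacting patches. Of its 20 genes 1 and 0 were called over all tested genes, 15 and 2 adjusted over the list alone, 16 and 5 at an unadjusted p under 0.05, and 6 and 0 by DESeq2. Camera with a preset correlation called cpk in both (1.89e-05 and 1.41e-05). The 3 cvn8 genes present in both mutants were higher in ΔcvnA8 by 2.10 (2.26e-08) and 1.92 (9.15e-08) on average, with 2 and 2 called over all tested genes, SCO6941 in neither condition, and 3 and 2 adjusted over the list alone. SCO6942 was 4.01 ± 0.17 (log2, SE) and SCO6944 5.88 ± 0.26 higher in ΔcvnA8 in isolated patches, and 3.86 ± 0.16 and 5.73 ± 0.26 in interacting patches. SCO4031 was higher in interacting ΔcvnA8 by 0.84 ± 0.11 (adjusted p 2.19e-04, 3 of 3 libraries). SCO5584 (-1.46 ± 0.27, 0.00949) and SCO5583 (-1.44 ± 0.26, 0.00825) were lower there, and both lost their calls without interacting ΔcvnA8 replicates 1 (0.101 and 0.0937) or 2 (0.0968 and 0.0957) or interacting ΔcvnF8 replicate 3 (0.0828 and 0.0700). In isolated patches SCO3930 (1.12 ± 0.21, 0.0202), SCO6266 (-1.67 ± 0.37, 0.0451) and SCO2235 (-1.08 ± 0.21, 0.0220) were called, and lost their calls in 5, 8 and 2 of 15 alternatives. For SCO3930 these were the removal of isolated ΔcvnA8 replicates 1 (0.0615), 2 (0.0647) and 3 (0.0623) and isolated ΔcvnF8 replicates 2 (0.0620) and 3 (0.0873), in a range of 7.17e-05 to 0.0873. For SCO2235 they were the removal of replicate 3 of isolated ΔcvnA8 (0.159) or ΔcvnF8 (0.0584), in a range of 1.28e-04 to 0.159. For SCO6266 they held isolated ΔcvnA8 replicates 1 (0.0956), 2 (0.189) and 3 (0.233) and isolated ΔcvnF8 replicate 3, without which its change was -0.67 (0.210), in a range of 5.89e-04 to 0.233.

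In the second set of lists, the cda genes were lower in ΔcvnA8 than in ΔcvnF8 by -0.33 on average in isolated patches (fry with Benjamini-Hochberg adjustment, 0.0266) and -0.32 in interacting patches (0.0101), and in interacting patches the des genes by -0.57 (0.0398) and the cch genes by -0.43 (0.0496), with 3 of 3 ΔcvnA8 libraries below all ΔcvnF8 libraries in each case. By edgeR 1, 0, 0 and 0 of their genes were called over all tested genes, 5, 6, 4 and 4 adjusted over the list alone, 12, 14, 4 and 6 at an unadjusted p under 0.05, and 4, 3, 1 and 2 by DESeq2. The isolated cda call was lost with library sizes alone (0.0695) and without isolated ΔcvnA8 replicate 1 (0.0832) or isolated ΔcvnF8 replicate 3 (-0.18, 0.0883), in a range of 0.0166 to 0.0883. The des and cch calls were lost without interacting ΔcvnA8 replicates 1 (0.0747 and 0.0923) or 2 (0.152 for both) and without interacting ΔcvnF8 replicates 2 (0.128 and 0.148) or 3 (0.0578 and 0.120). The cch call was also lost with library sizes alone (0.0616), and their ranges were 0.0210 to 0.152 and 0.0219 to 0.152. With camera and an estimated correlation all 4 calls were lost (cda 0.114 and 0.0581, des 0.146, cch 0.160). In isolated patches the des (-0.45, 0.107) and cch (-0.31, 0.145) genes were not past the threshold with fry, though camera with a preset correlation called both (0.00866 and 3.08e-04). Nor were the crt (0.07 and -0.12, 0.550 and 0.269) and cvn7 genes (0.34 and -0.08, 0.288 and 0.572) past it in isolated and interacting patches.

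The fold changes of the mutants against wild type were alike across genes. In isolated patches Pearson r was 0.857 and Spearman rho 0.880 over 7629 genes, which are not independent replicates, and in interacting patches 0.882 and 0.899. Unchanged mutants that share wild-type libraries would also look alike, and in 20 simulated draws the mean r was 0.510 in isolated and 0.497 in interacting patches, with maxima of 0.527 and 0.536. The alternative that moved r most gave each mutant wild-type controls of its own, with a mean r of 0.564 in isolated patches (0.397 to 0.673 over the splits) and 0.780 in interacting patches (0.751 to 0.794). Of the genes called in isolated ΔcvnA8, 1982 (81.9%) were also called in ΔcvnF8, 1981 of them in the same direction. In interacting patches 2357 were shared (84.5%), 2356 of them in the same direction. In the simulated draws the edgeR test called 0 genes in both mutants, and 2 genes at most in either.

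**Figure D4:**
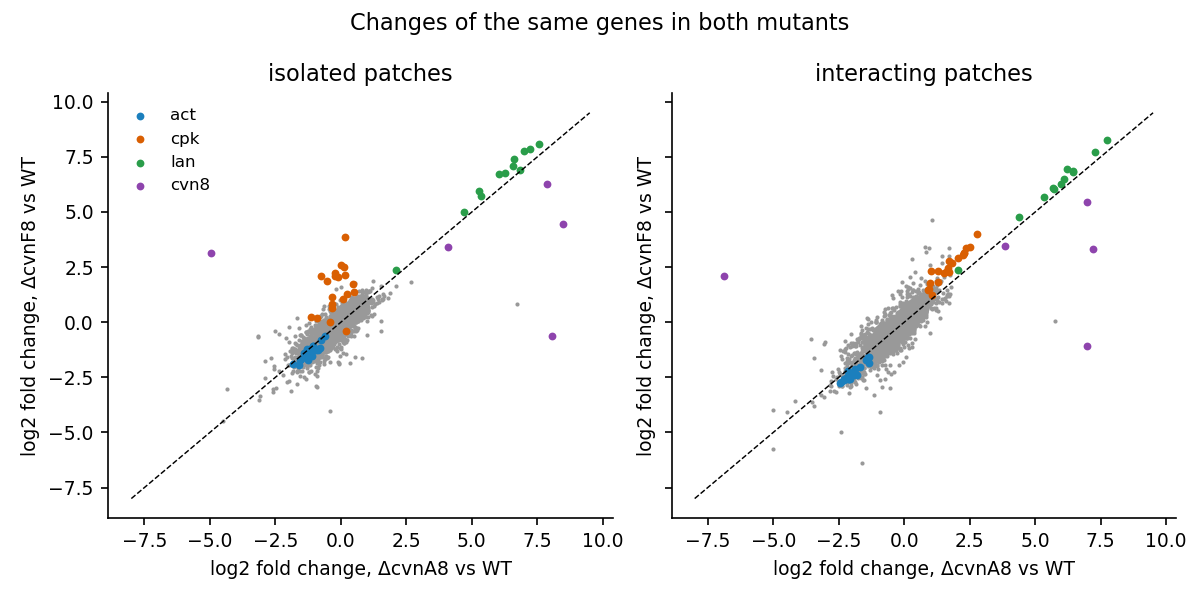
Log2 fold change against wild type of each of the 7629 tested genes in ΔcvnA8 (horizontal axis) and ΔcvnF8 (vertical axis), in isolated and in interacting patches. Points are genes, with the act, cpk, lan and cvn8 lists coloured and a dashed line where both are equal, and r was 0.857 and 0.882.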

Values the study reported

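In patches beside the neighbour, the study gave an average log2 fold change over the act cluster of −2.26 for ΔcvnA8 and −1.93 for ΔcvnF8. For the lan genes it stated an average rise of >37-fold in both of these strains, whether the patches were isolated or interacting. For the cpk cluster it gave a rise beside the neighbour of ∼4.6-fold in ΔcvnF8 and ∼2.9-fold in ΔcvnA8.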

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

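Among the tests in this part, the other splits of the libraries and the neighbour reads in the cda genes and in SCO6943 were chosen only after the result was seen, as was the reading of the planned library-size alternative as a test of scaling. The equal-depth tests and the other tests of neighbour reads were not.

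The results below were singled out because the effect of a deletion differed between isolated and interacting patches by an interaction test. Counts of such genes were 254 for ΔcvnA8 and 466 for ΔcvnF8, with 4 and 22 of them at least 4-fold. Of 50 splits of the same libraries, 8 gave at least as many 4-fold genes for ΔcvnA8 and 7 for ΔcvnF8, the real split included, so this count does not exclude chance. All of the other splits with as many genes (7 and 6) went in part with condition or strain, at a correlation over 0.5, so they hold part of those effects and the count of splits does not support chance either. Single libraries moved the counts as well. For ΔcvnA8 the count lay between 71 without isolated ΔcvnA8 replicate 2 and 803 without isolated wild-type replicate 2, and for ΔcvnF8 between 237 without interacting wild-type replicate 2 and 997 without isolated wild-type replicate 2. For ΔcvnA8 it was also 99 without isolated ΔcvnA8 replicate 3, 129, 74 and 153 without interacting wild-type replicates 1, 2 and 3, and 84 and 98 without interacting ΔcvnA8 replicates 1 and 2. For ΔcvnF8 it was 278 without isolated ΔcvnF8 replicate 1 and 287 without interacting ΔcvnF8 replicate 3. No biological explanation is drawn from the counts.

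The act genes rose less beside the neighbour in the mutants than in wild type, with interaction terms of -0.74 for ΔcvnA8 (adjusted p 0.0101) and -0.89 for ΔcvnF8 (0.00510), and 3 of 3 mutant libraries below all wild-type libraries in each condition. Scaling as the whole cause is argued against, since with library sizes in place of the TMM factors the terms were -0.85 (0.00377) and -0.999 (0.00184). Unequal depth is argued against in the same way, with -0.71 (0.0126) and -0.87 (0.00543) after every library was thinned to the shallowest. Over the alternatives of the fry test the adjusted p ran from 0.00377 to 0.0302 and from 0.00184 to 0.0173. Reads of the neighbour counted as act genes stay open. The summed act CPM gained 9556 in wild type (6707 to 12599 between single libraries), but 1189 in ΔcvnA8 (at most 1858) and 812 in ΔcvnF8 (at most 1350), which is 12.4% and 8.50% of the wild-type gain. These gains restate the term and add no evidence. An equal load of neighbour reads would have raised the lower levels of the mutants by the larger fold, against the sign of the term, but a load that differed between strains cannot be told apart from a response, because the share of neighbour reads in a library is not known. The terms were not past the threshold under camera with an estimated correlation (0.149 and 0.128). Bias by GC content or gene length was not tested, since no sequences came with the counts. Condition goes together with the sampled part of the patch, so a response that differs by part of the patch rather than by the neighbour stays open, as does a need for cvnA8 and cvnF8 in the response to the neighbour.

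The cvn8 genes had interaction terms of -0.89 for ΔcvnA8 (adjusted p 0.00843) and -0.74 for ΔcvnF8 (5.83e-04), because they rose in wild type and not in the mutants. With library sizes in place of the TMM factors the terms were -0.99 (0.00553) and -0.83 (5.78e-04), and at equal depth -0.87 (0.0299) and -0.74 (0.00331), which argues against scaling and against unequal depth as the whole cause. Over the alternatives of the fry test the adjusted p ran from 0.00207 to 0.0299, the equal-depth run included, and from 4.40e-04 to 0.00405, and under camera with an estimated correlation it was 0.112 and 0.108. The rise in wild type was small in absolute terms. SCO6940, SCO6941 and SCO6942 together gained 3.30 CPM there (-3.32 to 9.62 between single libraries), so the summed gain was not beyond the spread of the wild-type libraries, and the spread of the same sum between mutant replicates reached 69.9 CPM (SD) in isolated ΔcvnA8 and 20.6 in interacting ΔcvnF8. For these 3 genes a gain of that size from neighbour reads cannot be told apart from a response of the wild type, because the high level in the mutants would hide it. For SCO6943 neighbour reads are argued against. It gained 3.50 CPM in wild type (at least 1.55 between single libraries), and in interacting ΔcvnA8, which lacks the gene, it had at most 0.0759 CPM.

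The cda genes rose more beside the neighbour in the mutants, by 0.47 for ΔcvnA8 (adjusted p 0.0133) and 0.46 for ΔcvnF8 (0.00966), with 3 of 3 interacting mutant libraries above all interacting wild-type libraries. With library sizes in place of the TMM factors the terms were 0.36 (0.0463) and 0.36 (0.0260), and at equal depth 0.51 (0.0114) and 0.46 (0.0106), which argues against scaling and against unequal depth as the whole cause, though the first stayed past the threshold by little. Over the alternatives of the fry test the adjusted p ran from 0.00771 to 0.0463 and from 3.29e-04 to 0.0260, and under camera with an estimated correlation it was 0.114 for both, past the threshold for neither. The summed cda CPM gained 2741 in wild type (at most 3090 between single libraries), 3702 in ΔcvnA8 (at least 3349) and 5029 in ΔcvnF8 (at least 4503), which is 135% and 183% of the wild-type gain. These gains restate the term, since the isolated levels were close, and a load of neighbour reads that differed between strains cannot be told apart from a response, because the share of neighbour reads in a library is not known. A difference tied to the sampled part of the patch stays open, as does an effect of the deletions on the response to the neighbour.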

How the results depend on the processing

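The alternatives in this part were planned, and no tests in it were chosen only after the result was seen.

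Of 115 results for named genes, 78 kept their side of the threshold in every alternative, and 37 changed a call in at least 1. Of 1756 comparisons 123 lost a call and 16 gained one, and 0 changed sign where either value was called. The sign changed without a call in 1 result, SCO5881 in interacting ΔcvnA8 (-0.06, range -0.24 to 0.05). Of 55 results for the first lists, 33 had no changed call and 22 had one, with 26 calls lost, 10 gained and 0 reversed among called values in 907 comparisons. In 9 of them the sign changed without a call, among them cpk in isolated ΔcvnF8, which was -0.21 without isolated ΔcvnF8 replicate 3. For the second lists, 26 of 55 results had no changed call, with 44 lost and 11 gained in 885 comparisons, and in 7 the sign changed without a call. The calls lost under a scaling alternative against wild type were the cda genes of interacting ΔcvnA8 with upper quartile factors (0.19, adjusted p 0.106) and library sizes alone (0.11, 0.297; range 0.00771 to 0.297), and the report gives the others. Among the named genes, RLE factors, no filter, a mean count of at least 10 and scaling without the cluster genes changed 0 calls. Upper quartile factors lost 3, library sizes alone lost 4 and gained 3, and DESeq2 lost 1. A fit of only the groups in the contrast lost 12 and gained 6, with fewer libraries to estimate the spread.

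The thresholds set the counts by construction. At 3-fold there were 92, 153, 240 and 320 genes for isolated ΔcvnA8, isolated ΔcvnF8, interacting ΔcvnA8 and interacting ΔcvnF8 against wild type, and 19 and 50 for the interaction terms of ΔcvnA8 and ΔcvnF8. At an adjusted p under 0.05 alone the counts were 2420, 3002, 2789 and 3232 against wild type, 1372, 1078 and 1433 for interacting against isolated wild type, ΔcvnA8 and ΔcvnF8, 254 and 466 for the interaction terms, and 34 and 47 between the mutants in isolated and interacting patches. At 0.01 alone they were, in the same order, 1232, 1867, 1706 and 2199, then 721, 627 and 894, then 45 and 133, then 10 and 19.

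Other fits moved some counts by more than 1.5 times. With only the groups of the contrast, 1252 genes were called in isolated ΔcvnA8, 1805 in isolated ΔcvnF8 and 643 in wild type beside the neighbour, and 149 and 278 for the interaction terms, where fewer libraries remained. That fit called 93 between the isolated mutants, and 10 interaction genes of ΔcvnA8 were at least 4-fold, and the cause was not tested. DESeq2 called 509 and 726 genes for the interaction terms and 152 and 161 between the isolated and the interacting mutants, of which 10 isolated ones were at least 4-fold, and the cause was not tested. It gave an adjusted p to 5492 to 7744 genes, depending on the contrast. The other counts stayed within 1.5 times under these fits.

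The replicate numbers were checked for pairing, since the labels do not say that they pair libraries. The mean correlation of residuals between libraries with the same number was 0.0490 over 45 pairs (-0.0577 to 0.165, 9 above 0.1), against -0.0246 over 90 other pairs. With the replicate number as a block, 398 genes were called for the ΔcvnA8 interaction, 53 and 75 between the isolated and the interacting mutants, and the cpk interaction term of ΔcvnA8 was called (1.86, adjusted p 0.0346, range 0.0346 to 0.153). The block lost the call of 1 named gene, SCO6266 between the isolated mutants, and those of des and cch between the interacting mutants (0.0664 and 0.0764, ranges 0.0210 to 0.152 and 0.0219 to 0.152). The cause was not tested.

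Scaling moved the balance of higher and lower genes. With library sizes alone the medians over all genes were -0.11, -0.18, -0.19 and -0.25 for isolated ΔcvnA8, isolated ΔcvnF8, interacting ΔcvnA8 and interacting ΔcvnF8 against wild type. Higher and lower genes then numbered 667 and 1522, 767 and 2078, 527 and 2061, and 607 and 2512, so the near-even balance in the report depends on TMM. For wild type beside the neighbour they were 777 and 453. For the interaction terms they were 72 and 196 for ΔcvnA8 and 152 and 318 for ΔcvnF8, with medians of -0.12 each, and between the mutants 11 and 12 in isolated and 36 and 18 in interacting patches. With upper quartile factors (medians -0.12, -0.13, -0.11 and -0.11) they numbered 756 and 1577, 1013 and 1923, 833 and 1787, and 1116 and 1940 against wild type, and 626 and 899, 481 and 727, and 680 and 935 beside the neighbour in wild type, ΔcvnA8 and ΔcvnF8. The call of act in ΔcvnF8 beside the neighbour was lost with these factors (0.41, adjusted p 0.0685, range 0.0156 to 0.0913), and the cause was not tested.

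Camera with an estimated correlation lost 16 calls of the first lists. The adjusted p was 0.0852 for act in both isolated mutants, and for red 0.262 and 0.323 in the isolated and 0.336 in both interacting mutants. For cpk it was 0.336 and 0.265 in interacting ΔcvnA8 and ΔcvnF8, and 0.188 and 0.0518 beside the neighbour in wild type and ΔcvnF8. For act beside the neighbour it was 0.247 in ΔcvnA8 and 0.336 in ΔcvnF8. For the interaction terms of ΔcvnA8 and ΔcvnF8 it was 0.149 and 0.128 for act and 0.112 and 0.108 for cvn8. With a preset correlation of 0.01 camera gained 6 calls, cpk in both interaction terms (1.76e-08 and 1.69e-07) and act and cpk between the mutants, isolated (0.00233 and 1.89e-05) and interacting (1.33e-06 and 1.41e-05). For the second lists an estimated correlation lost 20 calls and left 9, those of cda, des and cch beside the neighbour in each of the 3 strains (1.02e-04 to 0.0404). The adjusted p of the lost ones ran from 0.0581 to 0.303. The preset correlation lost those of cvn7 in isolated ΔcvnF8 (0.176), interacting ΔcvnA8 (0.0506), interacting ΔcvnF8 (0.102) and wild type beside the neighbour (0.127). It gained cch in isolated ΔcvnF8 (0.0372) and des and cch between the isolated mutants (0.00866 and 3.08e-04). Fry and camera ask different questions. Under fry the act calls of both mutants against wild type ranged from 1.43e-08 to 2.54e-04, and the lan and cvn8 calls from 3.14e-14 to 5.15e-11.

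Pearson r between the mutants was lower among the 1372 genes that responded in wild type, at 0.751 and 0.864 in isolated and interacting patches against 0.857 and 0.882 over all genes. Spearman rho was lower in isolated patches (0.867 against 0.880) and higher in interacting patches (0.921 against 0.899). With separate wild-type controls the mean r was 0.564 and 0.780 and the mean rho 0.591 and 0.770, where fewer controls remained and none were shared.

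Leaving out 1 library at a time gave 33 to 61 strong genes in isolated ΔcvnA8 (highest without isolated wild-type replicate 2) and 51 to 94 in isolated ΔcvnF8 (highest without its replicate 1). Genes called irrespective of fold change numbered 1596 to 2801 in isolated ΔcvnA8 (lowest without its replicate 2) and 871 to 1875 in wild type beside the neighbour (lowest without interacting wild-type replicate 2). The ΔcvnA8 interaction called 71 to 803 genes, with 71 and 99 without isolated ΔcvnA8 replicates 2 and 3, 129, 74 and 153 without interacting wild-type replicates 1, 2 and 3, 84 and 98 without interacting ΔcvnA8 replicates 1 and 2, and 803 without isolated wild-type replicate 2. Of these 2 to 18 were strong, with 2 and 7 without interacting wild-type replicates 2 and 3, 18 without isolated wild-type replicate 2, 9 without isolated ΔcvnA8 replicate 1 and 8 without interacting ΔcvnA8 replicate 3. The ΔcvnF8 interaction called 237 to 997, with 237 without interacting wild-type replicate 2, 278 without isolated ΔcvnF8 replicate 1, 287 without interacting ΔcvnF8 replicate 3 and 997 without isolated wild-type replicate 2. Of these 11 to 31 were strong, with 11 without interacting wild-type replicate 2 and 12 without each of isolated ΔcvnF8 replicate 1, interacting wild-type replicate 1 and interacting ΔcvnF8 replicate 3.

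Between the isolated mutants 10 to 48 genes were called, with 12 and 10 without ΔcvnA8 replicates 2 and 3 and 20 without ΔcvnF8 replicate 3, and 4 to 13 were strong, with 11 and 13 without ΔcvnF8 replicates 1 and 2. Between the interacting mutants 12 to 112 were called, with 13, 12 and 112 without ΔcvnA8 replicates 1, 2 and 3 and 12 without ΔcvnF8 replicate 3, and 4 to 20 were strong, with 20 without ΔcvnA8 replicate 3 and 14 without ΔcvnF8 replicate 2. Fewer libraries remained in each of these fits, and why single libraries raised a count was not tested.

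For the lists, the report names each library whose removal changed a call. Beside the neighbour act ranged from 0.44 to 0.58 in ΔcvnF8 and from 0.52 to 0.82 in ΔcvnA8. In interacting ΔcvnA8 red ranged from -0.70 to -0.38 and cpk from 1.49 to 1.94. The act difference between the interacting mutants ranged from 0.21 to 0.53, the cpk difference between the isolated mutants from -2.05 to 0.040, and the cpk interaction of ΔcvnF8 from 0.67 to 2.75.

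Depth limits the genes with few counts. The loss of SCO6939 in ΔcvnF8 could not be seen against wild type at 1 to 19 counts per wild-type library, though it was far lower there than in ΔcvnA8, and the ratios of genes with 0 to 3 counts in a group are bounds or carry wide intervals.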

Other observations

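In this part the tests of isolated ΔcvnF8 replicate 3, of exchanged mutants, of the genes beside SCO6943 and of the splits of the libraries were chosen only after the result was seen, and the depth test of isolated wild-type replicate 1 was not.

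For each of the 9 comparisons of 3 libraries with 3, the 10 possible splits were counted. The real split alone gave as many 4-fold genes in 8 of them (1 of 10 splits), and for the interacting mutants compared with each other 2 of 10 splits did. With 10 splits the share is never under 0.1, so this count could not have excluded chance for any of the 9, whatever it gave, and says nothing for or against it.

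Isolated wild-type replicate 1 lay apart from replicates 2 and 3 and had the fewest counts. When replicates 2 and 3 were thinned to its depth in 10 draws, their Pearson r of log2 CPM was 0.984 with each other, against 0.960 and 0.966 with replicate 1, over genes, which are not independent replicates. This argues against lower depth as the cause. A difference of that patch or of its preparation stays open, and no biological explanation was tested, since the labels name none within a group.

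The cpk genes were high in isolated ΔcvnF8 replicate 3 alone, where they had moved a median of 16.4% of the way from the other replicates to the interacting level (quartiles 12.9% to 19.3% over 20 genes). A share of RNA from interacting patches would have moved other genes that rise beside the neighbour as far. The 69 such genes had moved 2.85% (quartiles 1.09% to 4.50%), which argues against that explanation. The call of cpk genes in isolated ΔcvnF8 rested on this library, and whether it reflects the strain or 1 pool of patches was not decided by 3 replicates.

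The act values of the mutants beside the neighbour were -1.93 in ΔcvnA8 and -2.26 in ΔcvnF8, and the difference between the mutants was not past the threshold (0.33, adjusted p 0.147). The text of the study gives the same 2 values with the mutants in the opposite order. An exchange of the libraries of the mutants is argued against, since SCO6943 had at least 344 counts in every library labelled ΔcvnF8 and at most 2 in every library labelled ΔcvnA8. An exchange of the names elsewhere was not tested.

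The lan genes rose here by 54.9-fold to 88.6-fold on average over the 4 comparisons of a mutant with wild type. This lies above the lower bound that the study states.

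Of the genes outside the deleted ones, 2 differed at least 4-fold between the mutants in both conditions, SCO6942 and SCO6944, which lie on either side of SCO6943. Their median log2 difference over both conditions was 4.87. A local effect of the deletion, or of what replaced the gene, cannot be told apart from a regulatory effect of the loss of SCO6943, because no strain in these data has the gene restored.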
